A study of Mus musculus with 24 samples. Its data were reported in "A single early-in-life macrolide course has lasting effects on murine microbial network topology and immunity" (2017).

How the data were processed

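Gene expression was measured in the terminal ileum, the last part of the small intestine, of 24 C57BL/6 mice at week 7 of life. The assay was the NanoString nCounter GX mouse immunology panel, in which a colour-coded probe pair for each transcript is hybridized to total RNA and counted molecule by molecule, with no amplification or sequencing. Groups and sex were taken from the sample labels, which gave 7 Control, 7 PAT1 and 10 PAT3 mice. Litters as a whole were assigned to a group and housing followed sex and group, so litter and cage are confounded with treatment. They were not analysed here, and all tests treat the mice as independent. The replicate numbers used here only follow the order of the samples and pair no animals. Per the labels, RNA was extracted with TRIzol and cleaned on a column, whereas the methods of the study name a Qiagen kit, and it was not known here which was used for these samples.

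The authors normalized the nCounter counts with DESeq2, which divides the counts of each sample by 1 size factor, and deposited log2 values of the result. The deposited log2 table held 547 genes and 13128 values. Raising 2 to each value gave whole multiples of a step that was specific to each sample. With a tolerance of 0.01 counts, 100% of the values above 0 counts came out whole, and the largest deviation was 0.000253 counts. The counts recovered in this way gave median-of-ratios size factors over 538 genes that equalled the deposited ones to within 2.28e-09. A count of 0 was listed as 0, which affected 19 values in 9 genes. A count of 1 in a sample with a size factor above 1 was listed below 0, down to -0.35, so that values near 0 have no reliable order. Whether background counts were subtracted before deposit was not stated, and no negative control probes were analysed here. Gene names are those of the table. Of its 547 symbols, 531 were current and 14 were older synonyms in the RefSeq gene table of assembly GRCm38.p6, and 2 (H60a and Klra21) were not matched. The table named no genome build, and no coordinates are given.

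Recovered totals ranged from 171671 to 782392 counts per sample. The counting error of a gene was taken as 1 over the square root of its median count. Counting error is only part of the spread between mice, and the SDs in the text cover both. All 276 pairs of samples, within and across groups, were compared by a chi-square test of their counts over genes, in which the closest pair had a chi-square of 4.00 per degree of freedom, so no sample appeared to be deposited more than once.

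Each gene was tested on the deposited log2 values with limma (version 3.58.1, lmFit and eBayes, in R 4.3.3). A single fit over all 24 samples, without covariates, gave a moderated F-test among the 3 groups and the contrasts PAT1 minus Control, PAT3 minus Control and PAT3 minus PAT1. P-values were adjusted by the Benjamini-Hochberg method over the 547 genes within each contrast, with a threshold of 0.05, and genes past it are termed called. Sex was tested as female minus male in a fit with treatment and sex. Whether the effect of PAT differed between the sexes was tested by an F-test over both treatment contrasts in a fit with 6 treatment-by-sex means. No pseudocount and no filter on low values were used in these fits. The methods of the study used the R functions aov and TukeyHSD per gene with correction for the false discovery rate, and that test, referred to as the methods' test, was run on the same values as an alternative.

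Separation of the groups over all genes was tested as the share of the total sum of squares of log2 values that lay between groups (PERMANOVA), with 100000 one-sided permutations, and by exact enumeration for each pair of groups. Samples were also assigned to the nearest group mean after leaving out that sample, with 2000 permutations of the labels, and clustered hierarchically. For the effect of shared Control samples, 100 draws of 3 unchanged groups were made by resampling the within-group deviations of whole samples, Control samples included, around a common mean. Comparisons of single values between groups used two-sided exact permutation tests. The 10 gene lists tested were written from general knowledge of immune cell types and pathways. They were tested with fry, the rotation test of limma, for lists with at least 5 genes in the table, with Benjamini-Hochberg adjustment over the lists. They were checked with camera at a preset correlation between genes of 0.01 and at the estimated correlation. The lists covered Th17 and type 3 immunity, cytotoxic lymphocytes and natural killer cells, T cell identity, B cell and follicle, IgA and plasma cell, MHC class II antigen presentation, interferon gamma response, regulatory T cell, myeloid cells, and pattern recognition. An 11th list of 5 mature enterocyte genes (Abcb1a, Dpp4, Ccl25, Ceacam1 and Btnl1) was written after the data were seen, and was used in a test of PAT3 replicate 5 and as a covariate for Bst1 and Mme in PAT1. Permutations and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

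The groups, tests, gene lists, most alternatives and the rule for the genes named in the text were chosen before the data were examined. The rule took, for each PAT group against Control, the 5 largest falls and the 5 largest rises among called genes above the low filter. For PAT3 against PAT1, for sex and for the difference of the PAT effect between the sexes it took the 3 genes with the smallest adjusted p. Il17a, Il17f, Il22 and Pigr were always included because the study measured IL-17A-producing cells and secretory IgA. A further gene of the rule is not reported here. Gapdh was also named in the rule and was not analysed here. The low filter left out the lowest 25% of genes by mean, which removed 137 genes with a mean log2 value under 4.72 (26.3 normalized counts) and kept 410. The alternatives were re-centring each sample on its median, quantile normalization, the low filter, 20 added to the normalized count before log2, trend and robust settings of eBayes, sample weights (arrayWeights), sex or the mean of the B cell and follicle list as a covariate, the methods' test, fits of only the groups compared or of a single sex, and leaving out each sample in turn. Weighting the recovered counts by precision with voom and adding the log2 size factor as a covariate were chosen after seeing the data.

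The fits were tested on simulated data in which counts for the 547 genes were drawn from the means and size factors of these samples. There were 5 draws with 200 genes changed. Deviations were drawn for each gene on its own, whereas real genes vary together, so many false calls at once are rarer in these draws. With labels of the real samples shuffled, up to 50 genes were called for PAT1 against Control, 92 between the sexes and 70 for the PAT effect between the sexes. For PAT1 against Control, with 2-fold changes, 87.4% of the changed genes were recovered and 3.18% of calls were false. For PAT3 against Control, with 3-fold changes, these shares were 97.7% and 3.17%. For PAT3 against PAT1, with 1.5-fold changes, they were 55.9% and 3.62%. In 20 draws without any change, at least 1 gene was called in 1 draw by the F-test, by PAT1 against Control and by PAT3 against Control, in 2 draws by sex, and in 0 draws by PAT3 against PAT1 and by the test of the PAT effect between the sexes, and at least 1 list was called in 1 draw.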

Results

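The study asked whether a single early-life course of a macrolide antibiotic alters the host as multiple courses do. Nursing C57BL/6 pups were exposed to tylosin, a macrolide, through the treated dam. The PAT1 group (pulsed antibiotic treatment) received that course alone, the PAT3 group received 3 courses in all, and Control mice received none. Immune gene expression in the terminal ileum was compared at week 7, after the last course in both groups. The data covered 7 Control mice (4 male, 3 female), 7 PAT1 mice (4 male, 3 female) and 10 PAT3 mice (4 male, 6 female), each with log2 normalized counts of 547 genes.

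The median sample held 580162 counts. Totals averaged 608975 ± 96990.3 counts (SD, n = 7) in Control, 483926 ± 210185 (SD, n = 7) in PAT1 and 550624 ± 131095 (SD, n = 10) in PAT3. The shallowest sample was PAT1 replicate 1 with 171671 counts and the deepest PAT1 replicate 7 with 782392, a ratio of 4.56. No pair of groups differed in total count beyond the spread between mice (exact permutation test on the log2 scale, p = 0.150 for PAT1 and p = 0.362 for PAT3 against Control, and p = 0.343 between the PAT groups; adjusted p = 0.303, 0.482 and 0.482 over 12 depth comparisons). The median log2 value over all genes was 6.97 ± 0.08 in Control, 6.82 ± 0.20 in PAT1 and 6.78 ± 0.09 in PAT3. It was lower than in Control by a difference of -0.19 in PAT3 (exact permutation p = 0.000720, adjusted p = 0.00648) and of -0.14 in PAT1 (exact permutation p = 0.107, adjusted p = 0.303). Log2 fold changes below are relative to the deposited size factors, and re-centring on the median raised them by these amounts. The 5 most abundant genes took 38.7% of counts in Control, 34.3% in PAT1 and 33.3% in PAT3. Counting error was 0.426% for Pigr in Control (median 55123 counts) and 22.9% for Il17a (median 19 counts).

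To assess the overall effect of antibiotic exposure, the 3 groups were compared over all genes. Differences between groups accounted for 30.3% of the total sum of squares (permutation p = 1e-05, the smallest that 100000 permutations can give). The alternative that moved this share most was a distance based on Spearman correlation, with 44.2%. PAT3 and Control differed most (34.4%, exact permutation p = 5.14e-05, the smallest possible; adjusted p = 0.000154), followed by PAT1 and Control (23.4%, exact permutation p = 0.000583, adjusted p = 0.000874). The PAT groups also differed from each other (16.8%, exact permutation p = 0.00530, adjusted p = 0.00530). The first 3 principal components held 27.2%, 16.9% and 13.2% of the variance. With each sample left out in turn, 20 of 24 samples lay nearest the mean of their own group (permutation p = 0.0005, the smallest that 2000 permutations can give; median 8 samples under permutation). These were 7 of 7 Control, 5 of 7 PAT1 and 8 of 10 PAT3 samples. In hierarchical clustering of all genes, 4 clusters separated the 7 Control samples from all PAT samples, whereas with 3 clusters PAT1 replicate 7 joined the Controls. With 2 clusters the 7 Control samples lay with 4 PAT1 and 9 PAT3 samples. In clustering of called genes, 3 clusters separated the Controls, whereas with 2 clusters 5 PAT1 samples and 1 PAT3 sample joined them. The called genes were chosen by the group labels of these same samples, so that this separation is in part built in.

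By limma's moderated F-test, 189 of 547 genes (34.6%) differed among the groups at an adjusted p under 0.05, and the alternative that moved this count most, sample weights, gave 309. Compared with Control, 101 genes were called in PAT1, of which 40 were higher and 61 lower, with log2 fold changes from -2.43 to 3.02. In PAT3, 174 genes were called, 76 higher and 98 lower, with log2 fold changes from -3.05 to 1.63. Changes of at least 2-fold were mostly falls in both groups, with 10 higher and 24 lower genes in PAT1 and 5 higher and 47 lower in PAT3. Fits to single sexes moved these counts most, to 23 in PAT1 and 57 in PAT3 with females alone. The split into higher and lower genes depended on scaling. Re-centring on the median gave 57 higher and 46 lower genes in PAT1 and 152 higher and 78 lower in PAT3. Quantile normalization gave 48 higher and 63 lower in PAT1 and 110 higher and 85 lower in PAT3. The values of 34 genes in PAT1 and 51 genes in PAT3 did not overlap with those of Control at all, which chance gives for 0.0583% and 0.0103% of genes. By the methods' test, 187 genes differed among groups, 73 in PAT1 and 138 in PAT3. All 73 and 137 of these were also called by limma.

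The overlap of the 2 regimens was compared next. Of the genes called in either group (198), 77 were called in both, all with the same sign, 23 higher and 54 lower. A further 24 genes were called in PAT1 only and 97 in PAT3 only. The shared genes made up 76.2% of the PAT1 calls and 44.3% of the PAT3 calls. The change was larger in PAT3 for 46 of the shared genes and larger in PAT1 for 31. Of the 97 genes called in PAT3 only, 87 changed with the same sign in PAT1, and being called in a single group did not show that the groups differed. By the methods' test, 63 genes were shared, 10 were called in PAT1 only, 75 in PAT3 only and 148 in either. Over all genes, log2 fold changes in the 2 groups had the same sign for 75.3% of genes (Pearson r = 0.70, Spearman rho = 0.62, across genes, which are not independent replicates). Both contrasts used the same Control samples, which alone makes them correlate. In 100 simulated draws of 3 unchanged groups, the median r was 0.54, and r was as high as observed in 26 draws, rho in 34 and the share of genes with the same sign in 25. The number of shared calls in these draws was at most 1. With separate Control samples for each contrast, r had a median of 0.59 over 70 splits (range 0.34 to 0.75), a median that 0 of the 100 draws reached (highest 0.57).

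**Figure D1:**
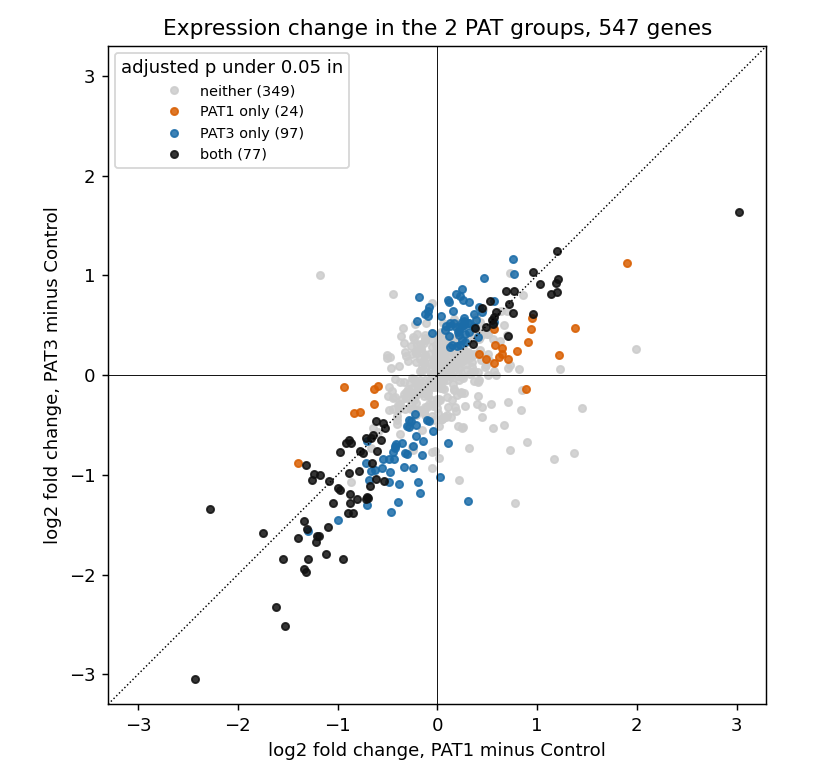
Log2 fold change of each of 547 genes in PAT1 (horizontal axis) and PAT3 (vertical axis) against Control, coloured by the groups in which limma called the gene at an adjusted p under 0.05, with a dotted line of equal change. The 77 genes called in both groups lie at the lower left (54) and upper right (23).

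Among called genes above the low filter, the largest falls in PAT1 were those of Nos2, Nox1, Ccl8, Gzmb and Cd74. Nos2 averaged 9.31 ± 0.72 (SD, n = 7) in Control, 6.88 ± 0.53 (SD, n = 7) in PAT1 and 6.27 ± 0.46 (SD, n = 10) in PAT3. Its log2 fold change by limma was -2.43 (SE 0.29, adjusted p = 2.26e-06, lower than the Control mean in 7 of 7 samples) in PAT1 and -3.05 (SE 0.26, adjusted p = 3.11e-09, 10 of 10 samples) in PAT3. Cd74, the invariant chain of MHC class II, fell from 15.08 ± 0.26 to 13.54 ± 0.29 and 13.24 ± 0.29. Its log2 fold changes were -1.54 (SE 0.16, adjusted p = 3.18e-07, 7 of 7 samples) in PAT1, where quantile normalization left an adjusted p of 0.0548, and -1.85 (SE 0.15, adjusted p = 1.41e-09, 10 of 10 samples) in PAT3. Nox1 changed by -2.28 (SE 0.41, adjusted p = 0.000344, 7 of 7 samples), Ccl8 by -1.75 (SE 0.39, adjusted p = 0.00261, 6 of 7 samples) and Gzmb by -1.62 (SE 0.34, adjusted p = 0.00117, 7 of 7 samples) in PAT1. In PAT3 the largest falls after Nos2 were those of Gzma (-2.52), Gzmb (-2.33), Ccl5 (-1.97) and Cxcl9 (-1.95), with adjusted p between 1.32e-06 and 2.25e-05 and lower values in 10 of 10 samples for each. These 5 falls in PAT3 remained past the threshold under all 38 alternatives.

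Bst1 showed the largest rise in both PAT groups. It averaged 7.55 ± 1.30 (SD, n = 7) in Control, 10.57 ± 0.55 (SD, n = 7) in PAT1 and 9.18 ± 1.25 (SD, n = 10) in PAT3, with log2 fold changes by limma of 3.02 (SE 0.55, adjusted p = 0.000356, higher in 7 of 7 samples) and 1.63 (SE 0.51, adjusted p = 0.0155, 9 of 10 samples). The rise in PAT3 had an adjusted p of 0.0507 without Control replicate 4 and of 0.0720 by the methods' test. The other rises in PAT1 were those of Mme (1.90, SE 0.56, adjusted p = 0.0153, 7 of 7 samples), Irf7 (1.38, SE 0.41, adjusted p = 0.0153, 7 of 7 samples), Il15 (1.21, SE 0.23, adjusted p = 0.000534, 7 of 7 samples) and Cxcl11 (1.20, SE 0.19, adjusted p = 0.000155, 7 of 7 samples). By the methods' test the adjusted p was 0.0781 for Mme and 0.0760 for Irf7. With the size factor as a covariate Irf7 was not past the threshold either (log2 fold change 0.97, adjusted p = 0.0606). In PAT3 they were Cxcl11 (1.25, SE 0.18, adjusted p = 7.77e-06, 10 of 10 samples), Tnfsf15 (1.03, SE 0.16, adjusted p = 2.25e-05, 10 of 10 samples), Abcb1a (1.01, SE 0.33, adjusted p = 0.0217, 9 of 10 samples) and Il15 (0.96, SE 0.21, adjusted p = 0.00127, 9 of 10 samples). Abcb1a was not past the threshold without Control replicate 2 (log2 fold change 0.85, adjusted p = 0.0627) or by the methods' test (adjusted p = 0.0892).

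The study measured IL-17A-producing cells and secretory IgA in these regimens, and the corresponding transcripts were examined. Il17a averaged 4.16 ± 0.27 (SD, n = 7) in Control, 3.12 ± 0.82 (SD, n = 7) in PAT1 and 2.88 ± 0.36 (SD, n = 10) in PAT3, from median counts of 19, 8 and 7.5. By limma it was lower in PAT1 (log2 fold change -1.05, adjusted p = 0.00567, 6 of 7 samples) and in PAT3 (-1.28, adjusted p = 0.000283, 10 of 10 samples). In males alone the fall of Il17a in PAT1 was not past the threshold (-0.76, adjusted p = 0.238). Il17f was lower in PAT3 (-1.45, adjusted p = 0.0196, 8 of 10 samples; 0.0849 by the methods' test) and not called in PAT1 (-0.99, adjusted p = 0.194, 6 of 7 samples), where it was called with the size factor as a covariate (adjusted p = 0.0216) and in females alone (0.0497). Il22, with medians of 3 counts in both PAT groups and 6 in Control, was lower in PAT3 (-1.56, adjusted p = 0.00802, 10 of 10 samples) and not called in PAT1 (-1.30, adjusted p = 0.0578, 7 of 7 samples). In PAT1 it was called with the size factor as a covariate (adjusted p = 0.0354), with voom (0.0357), with sample weights (0.0395) and under quantile normalization (0.0428). All 3 cytokine genes were among those the low filter removed. Pigr, the receptor that carries IgA across the epithelium, averaged 15.52 ± 0.27 (SD, n = 7) in Control, 14.21 ± 0.72 (SD, n = 7) in PAT1 and 14.62 ± 0.68 (SD, n = 10) in PAT3. It was lower in PAT1 (log2 fold change -1.32, adjusted p = 0.00321, 7 of 7 samples) and in PAT3 (-0.90, adjusted p = 0.0166, 10 of 10 samples). The fall in PAT3 was not past the threshold by the methods' test (adjusted p = 0.0664) or under quantile normalization (adjusted p = 0.0532). Nor was it in males alone (log2 fold change -0.55, adjusted p = 0.214) or in females alone (-1.18, adjusted p = 0.0865). In females alone the fall of Pigr in PAT1 was not past it either (-0.94, adjusted p = 0.297).

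**Figure D2:**
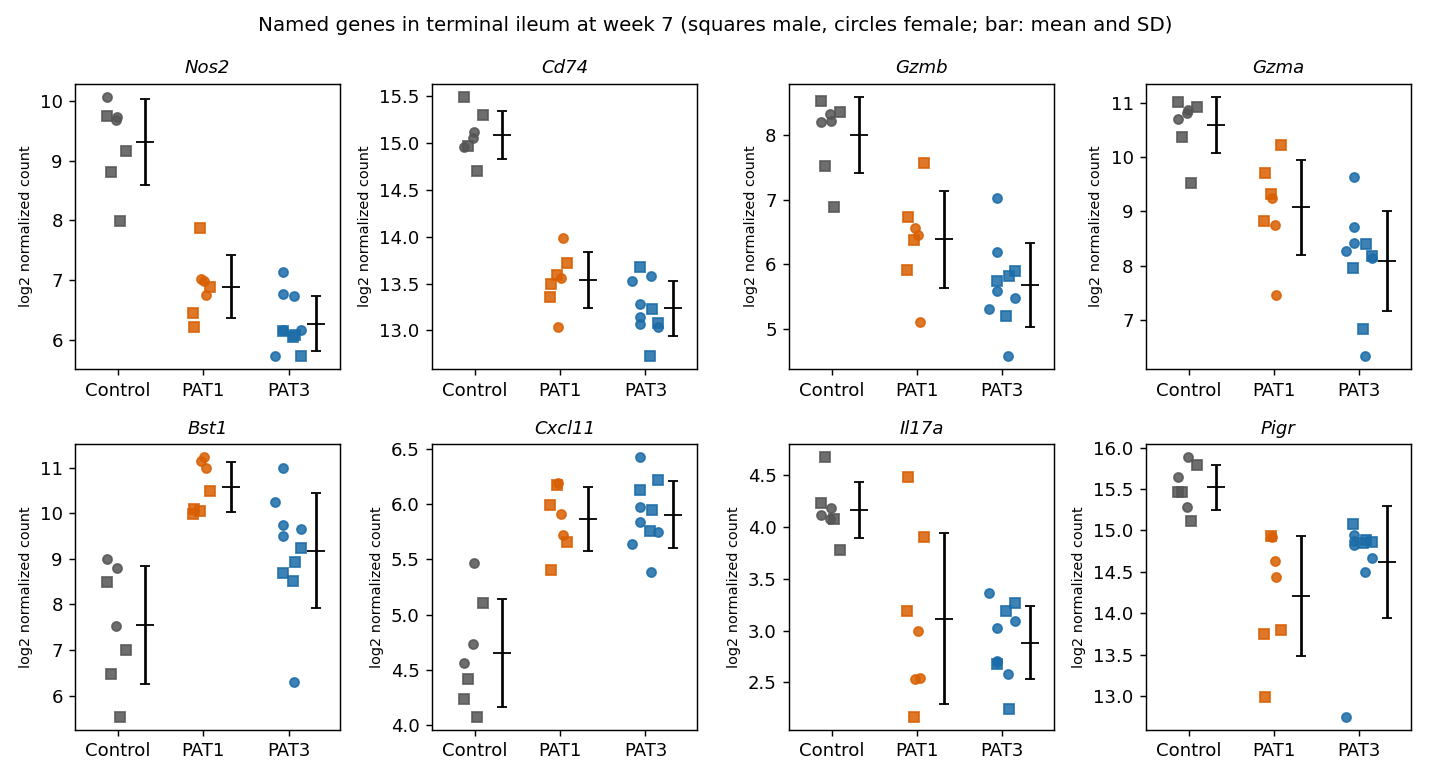
Log2 normalized count of 8 named genes in each sample, by group (squares, male; circles, female), with the mean and SD of each group as a bar. Nos2, Cd74, Gzmb, Gzma, Il17a and Pigr had lower means in both PAT groups than in Control, and Bst1 and Cxcl11 had higher means.

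Whether the later courses changed expression beyond the single course was tested by PAT3 against PAT1. In the study the last course came later in life in PAT3, so PAT3 mice were also sampled sooner after their last exposure. This comparison cannot separate the number of courses from the time since the last one. Limma called 23 genes, 8 higher and 15 lower in PAT3 (156 genes at an unadjusted p under 0.05). The split depended on scaling, with 21 higher and 11 lower genes under quantile normalization and 30 higher and 27 lower after re-centring on the median. The methods' test called 0 (95 at an unadjusted Tukey p under 0.05). Only 4 of the 77 genes shared by both contrasts against Control were among the 23. The count depended on the settings and on single samples. It was 0 with the B cell list mean as a covariate (58 at an unadjusted p under 0.05) and with the size factor as a covariate (122). In females it was 0 (38) and in males 129. Among the males, PAT1 replicates 1, 2 and 3 had size factors of 0.40, 0.74 and 0.55 (replicate 4, 1.11), against 1.09 to 1.27 in PAT3. Depth thus differed along with treatment there. Across samples left out in turn the count ranged from 0 to 102, the highest without PAT3 replicate 7. Among the genes that shared the smallest adjusted p were Cd3d (log2 fold change -0.88), Cd69 (-0.79) and Lck (-0.71). Each had an adjusted p of 0.0401 and was lower than the PAT1 mean in 10 of 10 PAT3 samples.

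Gene lists were compared to see whether cell types and pathways changed together. By fry, 5 of the 10 lists were lower in PAT1 and 6 in PAT3, and camera with an estimated correlation between genes moved both counts to 0 (smallest adjusted p 0.303 and 0.0899). The MHC class II list had a median log2 fold change of -1.20 in PAT1 (adjusted p = 0.000281, list mean lower in 6 of 7 samples) and -1.62 in PAT3 (adjusted p = 2.35e-07, 10 of 10 samples). Its mean log2 fold change was smaller in size, at -0.66 in PAT1 (2 genes higher) and -1.27 in PAT3 (1 gene higher). Of its 8 genes in the table, 6 were called over all genes and 7 adjusted over the list alone in PAT1, and 6 by both in PAT3. The interferon gamma list had medians of -0.60 (adjusted p = 0.00333, 7 of 7 samples) and -0.73 (adjusted p = 1.73e-06, 10 of 10 samples), with 9 and 10 of 14 genes called over all genes (8 and 9 of them lower) and 10 and 11 adjusted over the list alone. The cytotoxic list had medians of -0.25 (adjusted p = 0.00388, 6 of 7 samples) and -0.53 (adjusted p = 1.48e-06, 10 of 10 samples), with 5 and 8 of 16 genes called, and 5 and 9 adjusted over the list alone. The T cell list had medians of -0.41 (adjusted p = 0.0200, 6 of 7 samples) and -0.82 (adjusted p = 2.94e-06, 10 of 10 samples), with 3 and 11 of 16 genes called, and 3 and 12 adjusted over the list alone. The IgA list had medians of -0.22 (adjusted p = 0.0200, 5 of 7 samples) and -0.56 (adjusted p = 4.79e-05, 9 of 10 samples), with 3 and 7 of 12 genes called, and 5 and 9 adjusted over the list alone. The first 4 of these lists were also called by camera at the preset correlation in both groups, and the IgA list was not. Without PAT1 replicate 6 the T cell and IgA lists were not past the threshold in PAT1 (adjusted p = 0.0516 and 0.0502), and without Control replicate 1 the IgA list was not (adjusted p = 0.0508). After re-centring on the median, the MHC class II list alone was called in PAT1, and the MHC class II, T cell, interferon gamma and cytotoxic lists were called in PAT3.

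The Th17 list was lower in PAT3 by fry (median -0.24, adjusted p = 0.00180, 10 of 10 samples, 4 of 17 genes called both over all genes and adjusted over the list alone) but not by camera, nor by fry after re-centring on the median (adjusted p = 0.714). In PAT1 its median was -0.003, its mean -0.12 and its adjusted p 0.371, with 2 genes called by either adjustment. The B cell list did not differ from Control in PAT1 (median 0.63, adjusted p = 0.418, list mean lower in 4 of 7 samples) or in PAT3 (median -0.34, adjusted p = 0.121, lower in 9 of 10 samples). Of its 18 genes, 1 and 2 were called over all genes and 1 and 1 adjusted over the list alone. Its mean varied among PAT1 samples with an SD of 1.27, against 0.46 in Control and 0.33 in PAT3. The regulatory T cell list had medians of -0.12 (adjusted p = 0.494, lower in 5 of 7 samples) and -0.23 (adjusted p = 0.0958, 9 of 10 samples), with 3 (2 of them lower) and 1 (lower) of 8 genes called, and 4 and 1 adjusted over the list alone. The myeloid list had medians of -0.15 (adjusted p = 0.144, 6 of 7 samples) and -0.17 (adjusted p = 0.105, 8 of 10 samples), with 2 of 18 genes called in each group by either adjustment. For the pattern recognition list the median was above 0 in both groups (0.006 and 0.01) while the mean (-0.13 and -0.01) and the direction of fry were below 0, with adjusted p of 0.0602 (lower in 7 of 7 samples) and 0.950 (lower in 4 of 10). Of its 17 genes, 4 were called in each group (all 4 lower in PAT1, 2 lower in PAT3), and 5 and 4 adjusted over the list alone. The B cell list and the IgA list each had 2 genes that another list held, the MHC class II, regulatory T cell, myeloid and pattern recognition lists had 1 each, and the others 0.

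**Figure D3:**
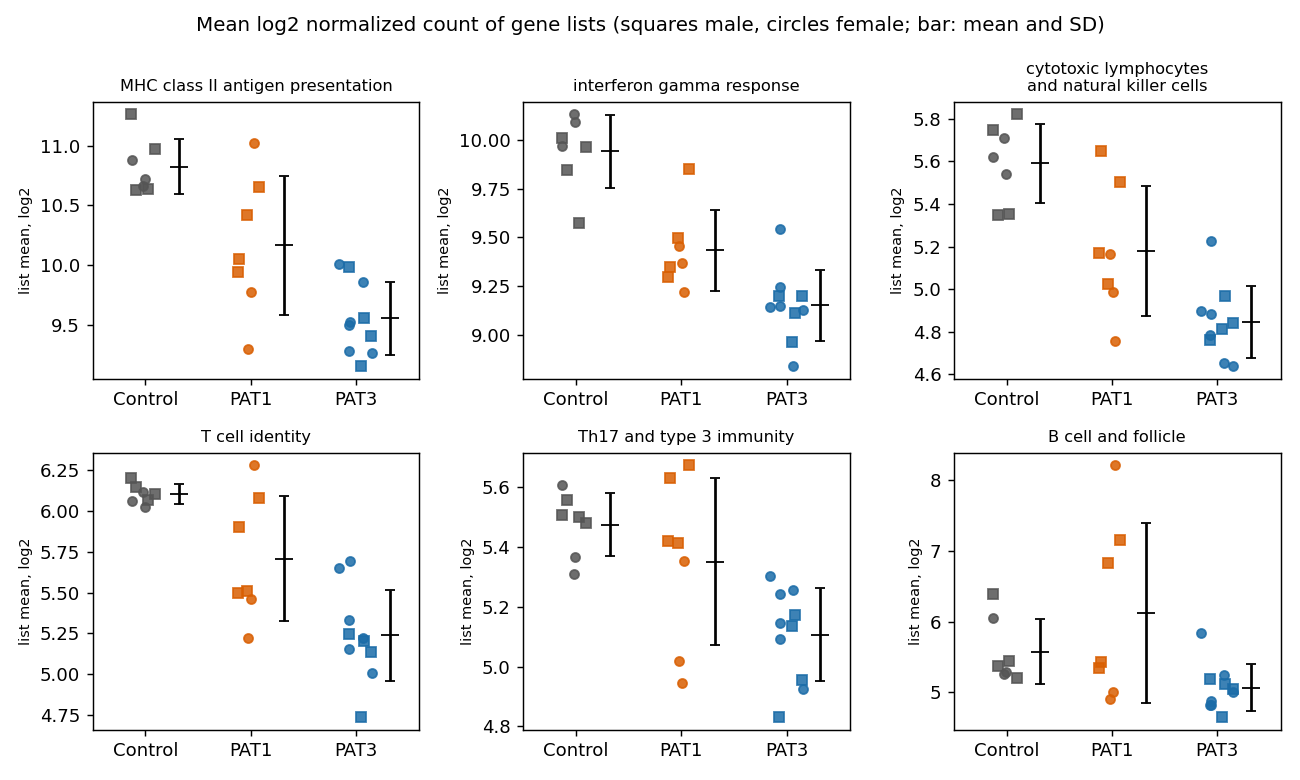
Mean log2 normalized count of the genes of 6 lists in each sample, by group (squares, male; circles, female), with the mean and SD of each group as a bar. The MHC class II, interferon gamma, cytotoxic and T cell list means were lower in all 10 PAT3 samples than the Control mean, and the B cell list mean spread most widely in PAT1.

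Between PAT3 and PAT1, 7 lists passed the threshold by fry. The B cell list was lower in PAT3 (median -1.05, adjusted p = 0.0257, list mean lower than the PAT1 mean in 10 of 10 samples), with 2 of 18 genes called over all genes and 13 adjusted over the list alone. The PAT1 mean of 6.13 rested on replicates 2, 4 and 7 (7.16, 6.84 and 8.21). The other PAT1 samples (4.91 to 5.43) overlapped with PAT3 (4.65 to 5.85). The T cell (-0.45, adjusted p = 0.0149, 10 of 10 samples), MHC class II (-0.44, adjusted p = 0.0149, 10 of 10 samples), cytotoxic (-0.31, adjusted p = 0.0149, 9 of 10 samples), interferon gamma (-0.25, adjusted p = 0.0257, 9 of 10 samples) and Th17 lists (-0.23, adjusted p = 0.0257, 10 of 10 samples) were also lower. The pattern recognition list was higher (0.12, adjusted p = 0.0367, lower in 2 of 10 samples). Genes called over all genes and adjusted over the list alone numbered 4 and 7 for the T cell list, 1 and 7 for the MHC class II list, 2 and 2 for the cytotoxic list, 2 and 3 for the pattern recognition list, and 0 and 0 for the interferon gamma and Th17 lists. The IgA (-0.08, adjusted p = 0.0659), regulatory T cell (-0.09, adjusted p = 0.354) and myeloid lists (0.05, adjusted p = 0.947) were not past the threshold. Camera at the preset correlation also called the 7 lists except the Th17 list, and at the estimated correlation it called 0 lists (smallest adjusted p 0.269). Lists between PAT3 and PAT1 were not tested with samples left out or after re-centring on the median.

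The labels also gave the sex of the mice. In a fit with treatment, 2 genes differed between the sexes (64 at an unadjusted p under 0.05), and sample weights moved this count most, to 29. Nox1 averaged 7.10 in females and 8.21 in males (log2 difference -1.11, SE 0.23, adjusted p = 0.0267), and Ccl8 6.80 and 7.94 (-1.05, SE 0.23, adjusted p = 0.0267). Each was lower than the male mean of its group in 11 of 12 females. Ltb4r1 was not past the threshold (0.53, adjusted p = 0.0507, higher in 11 of 12 females), but was under 10 of 32 alternatives (adjusted p from 0.00216 to 0.113). The effect of PAT differed between the sexes for 1 gene (100 at an unadjusted p under 0.05), and sample weights gave 47. That gene was Il17f (adjusted p = 0.0431). Its log2 fold change against Control was lower in females than in males by a difference of -1.68 in PAT1 and higher by 1.87 in PAT3. Its median counts ranged from 3.5 to 17.5 over these 6 sets of mice. The difference was not past the threshold when 20 was added before log2 (adjusted p = 0.155) or with the size factor as a covariate (0.922). The next genes, Tnfsf14 (adjusted p = 0.0612) and Cd28 (adjusted p = 0.137), were not past the threshold.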

Values the study reported

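The study reported that 148 genes differed from controls in either of the PAT groups after correction for the false discovery rate. Of these genes, 137 (93%) changed in PAT3 mice. It gave 63 genes as shared between the PAT groups and 10 as changed in PAT1 mice alone. Its figure legend stated 7 Control, 8 PAT1 and 9 PAT3 mice.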

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

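Each single value below was singled out by a Dixon gap test within groups of 7 or 10 samples, and the last result by a test of the difference between the sexes. Of 108 groups of values tested, 9 had a sample that far from the others, where chance gives 5.40. The tests of wrong labels, of missing enterocytes in PAT3 replicate 5, of background in PAT3 replicate 7 and of low Il17f counts were chosen only after the result was seen, and the number of other splits was chosen before.

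The genes Bst1 and Mme were low in PAT3 replicate 5 alone. Bst1 was 6.30 (8.52 to 10.99 in the other PAT3 samples) and Mme 6.45 (8.88 to 10.56). A wrong label as the cause is argued against, because over all genes this sample lay nearer to the PAT3 mean than to the nearer other group mean by 0.151 log2 units. Mme encodes an enzyme of the brush border of enterocytes, and fewer mature enterocytes in the piece of ileum could lower its level. The other 5 enterocyte genes were lower in this sample than in the other PAT3 samples by a median difference of -1.64 (Abcb1a -1.64, Btnl1 -1.88, Ccl25 -0.85, Ceacam1 -1.32 and Dpp4 -1.66), below all but 0.01% of 10000 random lists of the same size. That fits fewer mature enterocytes, through sampling of the tissue or through a difference of this mouse. Which of these applied was not tested. Pigr, another epithelial gene, was 14.50 in this sample, under all other PAT3 samples (14.67 to 15.08) but replicate 7. Its difference from the mean of the other PAT3 samples was only -0.13, within their SD of 0.71, which includes the low value of replicate 7.

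In PAT3 replicate 7, Pigr was low at 12.75 (14.50 to 15.08 in the other PAT3 samples). The list means of B cell and follicle at 5.85 (4.65 to 5.25), IgA and plasma cell at 7.20 (6.39 to 6.62) and regulatory T cell at 5.37 (4.52 to 4.92) were high. Background counts that do not scale with depth cannot be told apart from a real rise of the B cell and IgA lists. Such background lifts the lowest genes, and among the 4 genes of each list with a mean above the median of all genes this sample was not above the others. Its mean was under the highest other PAT3 sample by a difference of -0.0219 for the B cell list and of -0.534 for the IgA list, which holds Pigr itself. So few genes decide nothing, and the regulatory T cell list had no gene above that median. Background adds counts, so it was not tested as a cause of low Pigr. Lymphoid follicles, which carry B cells and little Pigr-rich epithelium, might have been caught in this piece of tissue. That was not tested, and neither was a biological difference of this mouse. Over all genes this sample lay nearer to the PAT1 mean (0.578) than to its own (0.751), so that a wrong label is not excluded.

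Control replicates 2, 4 and 7 each held 1 value apart from the others. Gzma was 9.53 in Control replicate 4 (10.37 or higher in the others), Tnfsf15 was 4.47 in Control replicate 2 (4.997 to 5.381), and the pattern recognition list mean was 7.68 in Control replicate 7 (7.54 to 7.59). A wrong label is argued against, since each of these samples lay nearer to the Control mean than to either PAT mean, by 0.154 log2 units or more. Chance gives 5.40 such samples over all 108 groups, so that single values like these are not excluded as chance. No biological explanation was tested.

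The effect of PAT on Il17f differed between females and males (adjusted p = 0.0431 by limma, with log2 fold changes in females minus males of -1.68 in PAT1 and 1.87 in PAT3). Mean values were 1.74 in PAT1 females and 3.49 in PAT1 males. The median counts were 14 and 17.5 in Control females and males, 4 and 8 in PAT1, and 8 and 3.5 in PAT3. Of 100 splits of the sexes within groups, 9 gave at least as many genes, the real one included, so that chance is not excluded. The adjusted p was 0.155 with 20 added before log2 and 0.0261 with voom, and over all alternatives it ranged from 0.00913 to 0.922. Low counts near the floor and a difference between the sexes cannot be told apart, because the counts are too few and the 2 ways of handling them disagree. The sex of the mice stays an untested biological explanation.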

How the results depend on the processing

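The voom fit and the size factor covariate were chosen after seeing the data, and the other alternatives before. No named gene past the threshold changed sign under any alternative. The balance of higher and lower called genes did turn over with scaling. It went from 40 higher and 61 lower in PAT1 to 57 and 46 with median re-centring but not with quantile normalization (48 and 63), and from 76 and 98 in PAT3 to 152 and 78 with median re-centring and 110 and 85 with quantile normalization. For PAT3 against PAT1 it went from 8 and 15 to 30 and 27 and to 21 and 11. The planned count model in edgeR or DESeq2 was not run, although whole counts were recovered, and voom was the only test run on those counts. Re-centring on reference genes was not run, because such genes were not analysed here.

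The genes differing among the 3 groups, changed in PAT1, changed in PAT3 and changed in both stayed within 1.5 times their counts under most alternatives. They ranged over samples left out in turn from 161 to 234, 88 to 117, 148 to 211 and 68 to 93. Exceptions were sample weights (309 among groups, 287 in PAT3), males alone (57 in PAT1) and females alone (23 in PAT1, 57 in PAT3), where fewer samples were tested. The share of the sum of squares between groups ranged from 29.1% to 33.4% over samples left out, all with a permutation p of 1e-05.

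PAT3 against PAT1 depended on many choices. Its 23 genes stayed within 1.5 times that count with quantile normalization (32), 20 added before log2 (27), eBayes trend and robust (32), sex as a covariate (25), and without any 1 Control sample (22 to 29) or PAT1 replicate 3 (21). They became 57 with median re-centring, 39 without the lowest genes, 93 with sample weights, 47 with voom and 129 in males. In the males, most PAT1 samples were shallower than all PAT3 samples. The count was 0 with the B cell list mean as a covariate (58 at an unadjusted p under 0.05), by aov and TukeyHSD (95), with only the 2 groups compared (136), in females (38) and with the size factor as a covariate (122). Over samples left out it ranged from 0 to 102. It was 0 without any of PAT1 replicates 1, 2, 4 and 7 and PAT3 replicates 1, 2, 3, 4, 5, 6, 8 and 9 (107 to 153 at an unadjusted p under 0.05). It rose to 71 without PAT1 replicate 5, 86 without PAT1 replicate 6, 102 without PAT3 replicate 7 and 55 without PAT3 replicate 10. Those 4 samples are the ones nearest the other PAT mean. Apart from smaller sample numbers the cause was not tested.

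The 2 genes differing between the sexes became 0 with quantile normalization (63 at an unadjusted p under 0.05), 5 without the lowest genes, 4 with eBayes trend and robust, 29 with sample weights and 5 with the size factor as a covariate. Over samples left out the count ranged from 0 to 7. It was 0 without Control replicate 4, Control replicate 5 or PAT1 replicate 5 (49 to 53 unadjusted), 1 without Control replicate 7, PAT1 replicate 6 or PAT3 replicate 10, 5 without PAT1 replicate 7 and 7 without PAT3 replicate 5. The single gene whose PAT effect differed between the sexes became 2 with median re-centring and 47 with sample weights, a fit whose weights stopped before reaching their tolerance. It became 0 with quantile normalization (61), without the lowest genes (80), with 20 added before log2 (101) and with the size factor as a covariate (15). Over samples left out it ranged from 0 to 4. It was 0 without any of PAT1 replicates 1, 2, 3, 5 and 7, PAT3 replicates 1, 2, 5, 7 and 9, and Control replicates 2, 3, 4, 5 and 6 (68 to 106 unadjusted). It was 2 without PAT3 replicate 6, PAT3 replicate 8, Control replicate 7 or PAT1 replicate 6, and 4 without PAT1 replicate 4. The cause was not tested.

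Gene lists changed numbered 0 in PAT1 and 0 in PAT3 by camera with estimated correlation, and 1 in PAT1 with median re-centring, where the fall of the median itself is removed. Over samples left out they ranged from 3 (without PAT1 replicate 6) to 6 in PAT1 and from 6 to 7 in PAT3. Apart from that construction the cause was not tested.

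For the named genes, 37 results gave 1361 values under alternatives, of which 1224 kept their side of the threshold, 108 lost it, 29 gained it and 0 reversed. There were 11 results that never changed side. Females alone lost 15 results and the methods' test 9. The size factor as a covariate lost 5 and gained 3, and Irf7 in PAT1 was among those lost (adjusted p = 0.0606). Cd3d, Cd69 and Lck lost theirs with the B cell covariate (adjusted p = 0.456) and with the size factor as a covariate (0.0665). They also lost theirs with the same 12 samples as the count of PAT3 against PAT1. Il22 in PAT1 passed the threshold with the size factor as a covariate (adjusted p = 0.0354), voom (0.0357), sample weights (0.0395) and quantile normalization (0.0428), and without Control replicate 3 (adjusted p = 0.0482), Control replicate 6 (0.0408), PAT1 replicate 1 (0.0441), PAT1 replicate 2 (0.0336), PAT1 replicate 3 (0.0449) or PAT3 replicate 2 (0.0482), and the range over all samples left out was 0.0336 to 0.154. In PAT3, Abcb1a was lost without Control replicate 2 (0.0627) and Bst1 without Control replicate 4 (0.0507). Between the sexes, Nox1 was lost with quantile normalization (0.0525) and without Control replicate 4 (0.0584), Control replicate 5 (0.0776) or PAT1 replicate 5 (0.0765). Ccl8 was lost with quantile normalization (0.0742), without these samples and without Control replicate 7 (0.0585), PAT1 replicate 6 (0.0745) or PAT3 replicate 10 (0.0502). Il17f in PAT1 passed the threshold with the size factor as a covariate (0.0216) and in females (0.0497). Ltb4r1 passed it with sample weights (0.00216), the size factor as a covariate (0.0199), the lowest genes left out (0.0292), 20 added before log2 (0.0451) and eBayes trend and robust (0.0481), and without Control replicate 1, PAT1 replicate 1, PAT1 replicate 7, PAT3 replicate 1 or PAT3 replicate 5 (lowest adjusted p 0.00687). Of the PAT effects between the sexes, Cd28 (0.0203) and Tnfsf14 (0.000748) passed it without PAT1 replicate 4, Cd28 without PAT3 replicate 8 (0.0170), Tnfsf14 without PAT3 replicate 6 (0.0347), Tnfsf14 with sample weights (0.0198) and median re-centring (0.0399), Cd28 with sample weights (0.0198), and Il17f lost it without the 15 samples that left 0 genes (0.0537 to 0.122). Depth limits the lowest genes most, since the counting error of Il22 was 40.8% in Control and 57.7% in both PAT groups.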

Other observations

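Of the tests below, those of the IFN-gamma list, of the enterocyte covariate, of the nearest group after slopes were removed and of other splits were chosen before the result was seen, and all others only after. The enterocyte list itself was written after the data were seen.

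The number of genes called in PAT1 only was 24 by limma. That is higher than the value quoted from the study above. By the methods' test it was 10.

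Other splits of the samples into groups of the same sizes rarely gave as many calls. Of 100 splits, the real one included, 1 (the real one) had as many genes among the 3 groups, in PAT1, in PAT3, in both, between PAT3 and PAT1, and as many lists in PAT1 and in PAT3. For each pair of groups only the samples of those 2 groups were exchanged. Chance is therefore argued against for these counts as far as the mice are independent. Litter and cage were not modelled, and whole litters were assigned to a group, so a difference between litters cannot be told apart from treatment. The 23 genes between PAT3 and PAT1 also became 0 by limma without any of 12 single samples (107 to 153 at an unadjusted p under 0.05), namely PAT1 replicates 1, 2, 4 and 7 and PAT3 replicates 1, 2, 3, 4, 5, 6, 8 and 9. For genes differing between the sexes 2 splits had as many, the real one included, and the other had 92 genes. In simulated data without any change, 2 of 20 draws also called genes between the sexes, up to 2 of them, so that the 2 genes rest on weak ground.

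Samples with small size factors had higher values of the least expressed genes. The log2 mean count of the lowest genes rose with the log2 size factor with a slope of 0.682 (0.545 to 0.754 over samples left out), where scaling with depth needs 1 and the other genes had 1.06. The mean normalized log2 value of these genes and the log2 size factor had a Pearson r of -0.81 (Spearman rho -0.54, permutation p = 2.00e-05 and 0.00642, n = 24, -0.67 without the 2 farthest samples) and was negative within each group (-0.59, -0.87 and -0.92). That fits background counts that do not scale with depth, and these could narrow differences of genes such as Il22. Depth as the whole cause of the calls against Control is argued against, since with the size factor as a covariate 130 genes were called in PAT1 and 222 in PAT3. These held 89 of the 101 PAT1 calls and all 174 PAT3 calls made without it. Irf7 in PAT1 was among the calls lost (log2 fold change 0.97, adjusted p = 0.0606).

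For PAT3 against PAT1, the 0 genes that limma left with a covariate (122 at an unadjusted p under 0.05 with the size factor, 58 with the B cell list mean) do not settle what lay behind the 23. Shuffled size factors lowered the count as far in 37 of 100 draws (median 21 genes), and shuffled B cell list means did so in 28 of 100 draws (median 23). A difference in depth or uneven B cell and follicle content cannot be told apart from an effect of the later courses, because a covariate of no meaning has the same outcome so often.

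Over all genes, 4 samples lay nearest the mean of the other PAT group. PAT1 replicate 5 was 0.645 log2 units from its own mean and 0.444 from the PAT3 mean, and PAT1 replicate 6 was 0.664 and 0.455. PAT3 replicate 7 was 0.751 from its own mean and 0.578 from the PAT1 mean. PAT3 replicate 10 was 0.539 and 0.536, a difference of 0.003. After slopes on the B cell list mean and on depth were removed, 2 samples lay nearest the other PAT mean, PAT1 replicate 1 and PAT3 replicate 10. Uneven B cell content and depth cannot be told apart from other causes, since 1 of these 2 was new. For PAT3 replicate 10 the adjusted distances were 0.541 to its own mean and 0.426 to the PAT1 mean, and the sample with the closest counts was PAT1 replicate 6 (chi-square per degree of freedom 7.60). The group sizes in the figure legend of the study differ from those of the labels in both PAT groups. With the groups of the labels, the methods' test gave the study's own counts of genes in either PAT group (148), shared (63) and in PAT1 alone (10). Its count in PAT3 (138) was close to the study's but not equal to it. Whether the sizes of the legend would give these counts too was not tested. A mislabelled sample still cannot be told apart from an ordinary one for PAT3 replicate 10, since PAT1 replicate 1 was also nearer the other mean after adjustment (0.479 and 0.432). All samples were kept as labelled.

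The lower MHC class II genes were set against cell content. Relative to the B cell list mean, the MHC class II list mean fell by -1.24 in PAT1 (exact permutation p = 0.000583, adjusted p = 0.000777) and by -0.77 in PAT3 (exact permutation p = 5.14e-05, adjusted p = 0.000103). In PAT1 the B cell list mean exceeded the Control mean (5.57) only in replicates 2, 4 and 7 (6.84 to 8.21). There the MHC class II list mean was 10.42 to 11.02 (Control mean 10.82). In replicates 1, 3, 5 and 6 both list means were under their Control means. Fewer B cells in the tissue thus stay open in PAT1. Fewer myeloid cells are argued against in PAT3, since it fell relative to the myeloid list mean by a difference of -1.02 (exact permutation p = 5.14e-05, adjusted p = 0.000103). In PAT1 that difference was -0.39 (exact permutation p = 0.192, adjusted p = 0.192), and fewer myeloid cells stay open there. A weaker interferon gamma signal, which induces these genes, cannot be told apart from other causes. Within groups the 2 list means had r = 0.0946 (Spearman rho 0.273, permutation p = 0.700 and 0.217, n = 24, -0.06 without the 2 farthest samples, and 0.25, 0.14 and -0.06 in the single groups), and the samples of each group are too few to decide.

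Bst1 and Mme rose in PAT1, and more mature enterocyte RNA in the samples was tested as a cause. With the mean of the 5 enterocyte genes as a covariate, the log2 fold change in PAT1 was 2.47 for Bst1 (SE 0.44, adjusted p = 0.000256) and 1.19 for Mme (SE 0.30, adjusted p = 0.00569), which argues against it as the whole cause. The effect of the antibiotic stays open as a biological explanation.

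The correlation of PAT1 and PAT3 log2 fold changes was set against 100 simulated draws of groups without change. With Control samples shared by both contrasts, r was as high in 26 draws and rho in 34, so that the observed r of 0.70 by itself is no evidence of a common effect. With separate Control samples for each contrast, 0 of 100 draws reached the observed median r of 0.59 (simulated median -0.06, highest 0.57), which argues against shared control samples as the whole cause. For the genes called in both, 0 of 100 draws had as many, which argues against shared Control samples giving that many without any change. These draws held no changed genes. They cannot tell how far shared Control samples raised the overlap among genes that did change.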
